A study of Mus musculus with 3 samples.

How the data were processed

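The series covers 1 mouse cell culture, called PC in the labels, processed for droplet single-cell RNA sequencing. Per the labels, 3 libraries were made from it: a gene expression library with a 10x Genomics 3' kit given as v2, a library of genetic barcodes and a library of scar regions. Each library is its own group with 1 replicate. No comparison between libraries was made, because the values used here form a single matrix.

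The deposited matrix held UMI counts, whole numbers of unique molecules per gene and cell barcode, written by CellRanger 8.0.1 per the file headers. Nothing had been normalized. The genome build and annotation behind the mapping are not given in the sources used here. The matrix counted 32285 mouse gene IDs and 2 added sequences named GFP and Scar. Neither the header nor the labels say which of the 3 libraries supplied the reads, so the matrix was treated as 1 pooled sample. The barcode and scar libraries were not analysed here apart from the UMIs counted under these names. The lowest barcode total was 500 UMIs, so barcodes appear to have been selected before deposit. Gene positions came from GENCODE M21 on GRCm38, in which 32158 of the 32287 feature IDs were found.

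Cells were kept if they had at least 500 genes, at least 1000 UMIs and at most 20% mitochondrial UMIs. Doublet scores came from Scrublet in scanpy 1.11.5 with an expected rate of 5%. It called 1 of 14925 cells, or 0.0067%, too few for a working call. Apart from this 1 cell, which was left out, doublets are therefore taken as not removed. An alternative leaving out the 10% of cells with the highest scores was added. Counts were scaled to 10000 per cell and log1p-transformed for clustering. Leiden clustering (igraph 0.11.9) used 2000 variable genes, 30 principal components, 15 neighbours and resolution 0.6. A panel of 68 genes, 66 of them in the matrix, was held out of the clustering features. The panel covers the engineered genes, p53 targets, the Notch pathway, cyclins and their kinases, stem and precursor genes, regulators of the epithelial to mesenchymal change, Wnt and YAP targets, immune signals and sex chromosome genes.

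Clusters were numbered by size. Names ending in "-like" came from 9 marker lists fixed before the data were examined: basal, differentiated squamous, cycling, mesenchymal, simple epithelial, interferon-responding, hypoxic, immune and endothelial. The scoring of these lists was set after the clusters were seen. A name needed at least 50 cells, 3 markers raised at least 1.5-fold over the other cells with detection in at least 5% of cells, and 2 markers among the 10 leading genes. Leading genes had the highest ratio to all other cells among genes detected in at least 25% of the cluster.

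Levels are CPM, UMIs of a gene per 1000000 UMIs, from counts summed over a class or cluster, computed here from the deposited counts, with exact 95% Poisson intervals. Shares of cells have exact (Clopper-Pearson) 95% binomial intervals, and the median UMI count has an interval from order statistics. Ratios named with fewer than 20 UMIs in either set of cells have an interval from the exact binomial distribution. All intervals and limits cover counting error only. With 1 sample there was no test between groups and no p-value. A panel gene was called different between 2 sets of cells at a ratio of at least 2, a higher CPM of at least 10 and intervals that did not overlap. For a gene with 0 UMIs, the limit is the value that 3 UMIs would give. Genes with 1 or 2 UMIs were also set to this value when ratios were ranked. This kept Lef1 between mesenchymal-like and simple-epithelial-like cells, Ccne1 between clusters 1 and 7 and Nrarp between clusters 6 and 7 from ranking by their own ratios. Those were 15.7 (2.79 to 624.0), 10.8 (1.89 to 429.0) and 10.35 (2.78 to 86.7), as seen afterwards.

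Shares that depend on depth were computed after thinning each cell at random to 1500 UMIs. This is the largest multiple of 500 that at least 80% of kept cells reached. It left out 1644 shallower cells and used 13280. Cell-cycle phases came from scanpy's phase scores with 42 S-phase and 52 G2M genes in the matrix. The variance-to-mean ratio was computed over thinned cells for genes with a mean of at least 0.1 UMIs, and a ratio of at least 1.5 counted as overdispersed.

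The genes named follow a rule fixed before the data were examined. It takes Trp53, Cdkn2a and Notch1, up to 5 panel genes with the largest called ratio in each direction of a comparison, the 10 genes with the highest variance-to-mean ratio, the 5 genes with the most UMIs, the sex chromosome genes, and the leading genes that define a cluster. The designs, the named-gene rule and the alternatives other than those said to be added were also fixed before the data were examined. The design assumed that the matrix held the gene expression library alone.

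The calling steps were tested on simulated counts of 8462 genes, 200 of them changed. All planted changes exceeded the ratio of 2 needed for a call, and class sums were drawn with counting error only. The rates between classes therefore do not cover ratios near 2 or spread beyond counting error. Between cycling-like and mesenchymal-like cells 199 changed genes were recovered, with 0 false calls among 8262 unchanged genes. Between cycling-like and simple-epithelial-like cells 175 were recovered with 39 false calls, and between mesenchymal-like and simple-epithelial-like cells 166 with 37 false calls. The variance-to-mean step recovered 200 of 200 changed genes among 2613, with 0 false calls. The chromosome step, simulated for clusters 1 and 2 on 6276 genes, recovered 2 of 2 shifted chromosomes with 0 false calls among 18. The step for proximal and distal genes, simulated on cycling-like cells with the same number of genes, recovered 1 of 1 chromosome with 0 false calls among 19. With the genes split into 3 parts and the middle part left out, it again recovered 1 of 1, with 0 false calls among 19. Both versions called a correlation above a fixed cutoff, on genes drawn with counting error only. The comparison with matched gene sets, used on the real cells, was not simulated, so these rates do not carry over to it.

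Alternatives covered the minimum of genes and UMIs, the mitochondrial maximum, doublets, cluster resolution, the number of variable genes, phase genes in the clustering, random seeds, the thinned depth, the ratio for a call, the summing of counts and the minimum mean for overdispersion. Other software was numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, anndata 0.12.19 and matplotlib 3.10.9.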

Results

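Mouse PC cells were profiled by droplet single-cell RNA sequencing. PC cells derive from esophageal organoids, cultures of esophageal epithelium grown from mice with floxed Trp53 alleles. Trp53, which encodes the tumour suppressor p53, was removed with Cre recombinase from an adenovirus that also carries EGFP. Cdkn2a, which encodes the cell cycle inhibitors p16 and p19Arf, was then disrupted by CRISPR/Cas9. A related line with a Notch1 knockout, PCN, was not analysed here. The PC cells carried Cas9, received a library of genetic barcodes and were passaged 3 times before live cells positive for a red fluorescent protein were sorted. The labels state about 1000000 sorted and about 20000 recovered cells. The series concerns the behaviour of precursor cells in esophageal preneoplasia, followed through barcodes and transcriptomes.

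The matrix held 18116 cell barcodes with 47720034 UMIs, a median of 2635 per barcode. The filters removed 3191 barcodes, 17.6% of them, and left 14925 cells. Without the 1 called doublet, 14924 cells with 45435876 UMIs were kept. The median kept cell had 2955 UMIs (95% interval 2935 to 2984), 1499 genes and 2.76% mitochondrial UMIs. Of the alternative filters, the minimum of 1000 genes and 2000 UMIs moved the number of cells and the median UMI count most, to 11551 cells and 3305 UMIs. The recovered cells in the labels and the kept cells have different denominators, so no direction is drawn between them. There is 1 sample, with no replicate, so no difference below was checked against the spread between cultures. The genes with the most UMIs were Tmsb4x with 2.09% of all UMIs in kept cells, Malat1 with 1.82%, the added sequences GFP with 1.45% and Scar with 1.38%, and S100a6 with 1.07%.

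The first question was how much RNA of the engineered genes the cells held. Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873, plus strand in GENCODE M21) had 2125 UMIs in kept cells, a level of 46.8 CPM (44.8 to 48.8). Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653, minus strand) had 29056 UMIs and 639.5 CPM (632.2 to 646.9). Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663, minus strand) had 1069 UMIs and 23.5 CPM (22.1 to 24.98). The labels give neither the deleted part of Trp53 nor the site cut in Cdkn2a. A count from the 3' end of a transcript does not show whether either gene was inactivated. Under the alternatives Cdkn2a moved most, to 679.7 CPM under the stricter minimum, while Trp53 stayed between 46.6 and 48.6 CPM and Notch1 between 23.1 and 24.2 CPM.

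A Trp53 UMI was found in 12.5% of kept cells (11.9% to 13.0%), a Cdkn2a UMI in 67.8% (67.0% to 68.5%) and a Notch1 UMI in 6.77% (6.37% to 7.18%). At the thinned depth these shares were 6.42%, 53.8% and 3.51%. No cell type in the culture was known to lack these genes, so free RNA was gauged with other transcripts. Vim was found in 91.3% of mesenchymal-like cells (median 3352 UMIs) and in 0.166% to 2.58% of cells of clusters 1, 2, 3, 5 and 6 (medians 2034 to 3622 UMIs), lowest in cluster 6 and highest in cluster 3. Krt5 was found in 86.9% of cluster 2 cells (median 3100 UMIs) and in 9.06% of mesenchymal-like cells. The 341 Krt5 UMIs of mesenchymal-like cells came from 176 of 1943 cells, so doublets or cells of mixed expression may add to this share. It does not measure free RNA alone. None of the Trp53, Cdkn2a and Notch1 shares is read as the share of cells expressing the gene.

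The levels differed between groups of cells. Trp53 was at 45.9 CPM (41.3 to 51.0) in cycling-like cells and at 20.04 CPM (16.8 to 23.7) in mesenchymal-like cells, a ratio of 2.29. Notch1 was at 32.6 CPM (28.7 to 36.8) and 7.57 CPM (5.64 to 9.95) in the same order, a ratio of 4.30. Cdkn2a went the other way, with 368.5 CPM (355.0 to 382.3) in cycling-like and 1207 CPM (1181 to 1233) in mesenchymal-like cells, 3.28 times as much. All 3 ratios passed the rule for a call. In simple-epithelial-like cells Cdkn2a reached 1020 CPM (931.5 to 1114), 2.77 times the cycling-like level. Trp53 at 37.5 CPM and Notch1 at 16.7 CPM in these 128 cells were not called different from either other class. Among clusters 1, 2, 5, 6 and 7, all unnamed, Cdkn2a ranged from 156.2 CPM in cluster 7 to 821.5 CPM in cluster 5. It was called lower in cluster 7 than in each of clusters 1, 2, 5 and 6, and lower in cluster 1 than in cluster 5. Trp53 ranged from 35.1 CPM in cluster 1 to 64.6 CPM in cluster 5, and neither Trp53 nor Notch1 was called between any pair of these 5 clusters. In the 18 cells of cluster 9, Trp53 stood at 131.8 CPM (35.9 to 337.3) from 4 UMIs.

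**Figure D1:**
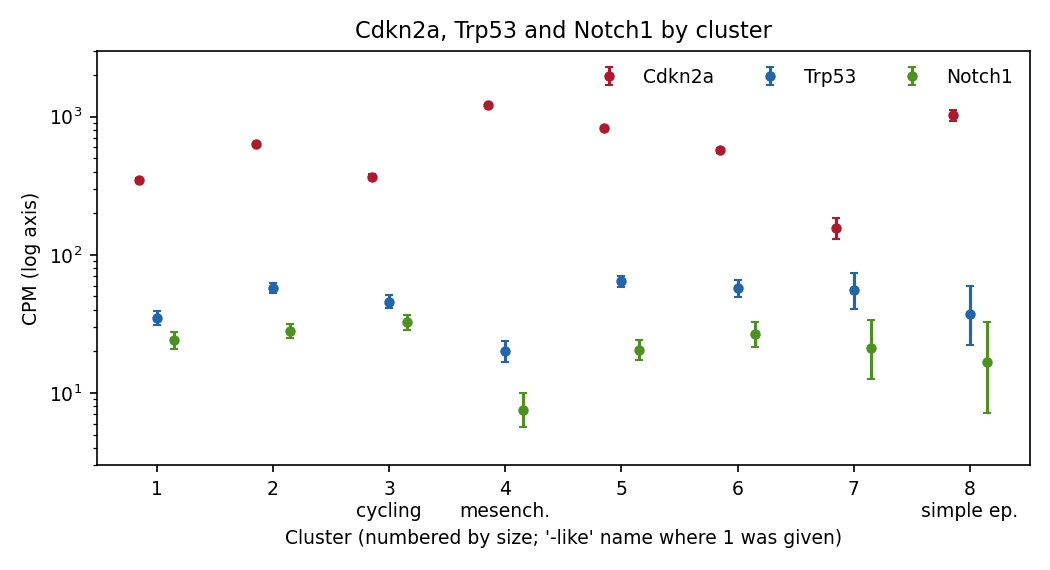
CPM on a log axis of Cdkn2a, Trp53 and Notch1 in clusters 1 to 8, with exact 95% Poisson intervals that cover counting error only. Cdkn2a lies highest in the mesenchymal-like cluster at 1207 CPM, where Trp53 at 20.04 CPM and Notch1 at 7.57 CPM lie lowest among these clusters.

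Clustering addressed which classes of cells the culture held. It gave 9 clusters, and 3 could be named. Cluster 3, with 2052 cells or 13.7% of kept cells (13.2% to 14.3%), was cycling-like, led by Nusap1, Ube2c, Ccna2, Birc5 and Cdc20. Cluster 4, with 1943 cells or 13.0% (12.5% to 13.6%), was mesenchymal-like, led by Grem1, Ccn5, Vim, Col5a1 and Aebp1. Vim stood at 1030 CPM there (1006 to 1055) and at 8.17 CPM (6.28 to 10.5) in cycling-like cells. Cluster 8, with 128 cells or 0.858% (0.716% to 1.02%), was simple-epithelial-like, led by Ly6c1, Krt7, Pate14, 4930461G14Rik and Chchd10. It also had 6 of 8 interferon markers raised, none of them among its 10 leading genes. The mesenchymal-like and simple-epithelial-like names each rest on 2 markers among the 10 leading genes and were lost under some settings. The cluster matching cluster 4 stayed unnamed under 4 of 11 settings, with 1 of its markers among the leading genes, and held 12.2% to 13.8% of cells there. Under the stricter minimum another 2.03% of cells carried the name, and under the other 3 settings no cluster did. The cycling-like share ranged from 11.5% to 16.2% over the alternatives.

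The remaining 72.4% of cells (71.7% to 73.1%) stayed unnamed under a scoring set after the clusters were seen. They comprised cluster 1 (3686 cells, led by Krt7 and Sorbs2), cluster 2 (3354 cells, led by Wfdc18 and Ucp2), cluster 5 (1885 cells, led by Ch25h and Prl2c2), cluster 6 (1203 cells, led by Ltf and Lcn2), cluster 7 (655 cells, led by Zfpm2 and Aff2) and cluster 9 (18 cells). Cluster 7 had a median of 1185 UMIs and 10.4% mitochondrial UMIs, against 2034 to 3622 UMIs in clusters 1 to 6. Of the 8 basal markers, 6 or 7 were detected in at least 25% of cells in each of clusters 1, 2, 3, 5 and 6. Basal markers were raised most in cluster 2 (5 of 8). Differentiated squamous markers were raised in cluster 6 (4 of 12), cluster 4 (2) and cluster 5 (1). In cluster 6, 4 of 8 simple epithelial markers were raised too. Of its 10 leading genes 1 was a simple epithelial marker and none a differentiated squamous marker. Interferon markers were raised in cluster 4 (4 of 8) and cluster 6 (3 of 8), among others. Hypoxic markers were raised in at most 4 of 8, in cluster 4. No immune and no endothelial marker was raised in any of the 9 clusters.

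Panel genes held out of the clustering were compared between the named classes. Of 66 genes, 28 were called between cycling-like and mesenchymal-like cells, 12 higher in the former and 16 in the latter. Epcam was 15.4-fold higher in cycling-like cells (1238 against 80.3 CPM), followed by Cdh1 (10.6-fold), Cdkn1a (10.2-fold), Jag2 (7.92-fold) and Klf4 (5.36-fold). The 541 Epcam UMIs of mesenchymal-like cells came from 222 of 1943 cells (11.4%), so 80.3 CPM is not the level of most of them. Snai1 was 49.2-fold higher in mesenchymal-like cells (18.9 to 182.7; 25.5 against 0.519 CPM, the latter from 4 UMIs), followed by Zeb2 (19.8-fold), Lef1 (19.5-fold, 11.1 to 37.1), Ccn2 (14.2-fold) and Ccl2 (5.33-fold). The count moved most under the stricter minimum, to 18, where another set of cells carried the name.

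Between cycling-like and simple-epithelial-like cells 16 genes were called, 9 higher in the former. In cycling-like cells Snai2 was 13.1-fold higher (interval 4.47 to 63.8) and Rb1 4.95-fold higher (1.68 to 24.2), both against 3 UMIs in the other class. Phlda3 (6.75-fold, 3.85 to 13.1), S100a4 (5.40-fold, 2.92 to 11.3) and Sox2 (4.31-fold, 2.17 to 10.02) were also higher there. Il1a (4.47-fold), Trp53inp1 (2.84-fold), Cdkn2a (2.77-fold), Ankrd1 (2.51-fold) and E2f1 (2.35-fold, 1.24 to 4.13) were higher in simple-epithelial-like cells. Between mesenchymal-like and simple-epithelial-like cells 26 genes were called, 14 higher in the former. In mesenchymal-like cells S100a4 was 13.2-fold (7.16 to 27.6), Ccn2 11.8-fold, Snai2 7.66-fold (2.60 to 37.4, against 3 UMIs), Phlda3 6.10-fold (3.475 to 11.8) and Zeb2 5.82-fold (2.80 to 14.5) higher. Epcam was 26.4-fold, Cdh1 12.9-fold, Cdkn1a 7.86-fold, Notch3 7.66-fold (2.33 to 22.6, from 6 against 11 UMIs) and Ccnd1 4.60-fold higher in simple-epithelial-like cells. Snai1 had 0 UMIs in the latter, which allows up to 6.26 CPM.

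**Figure D2:**
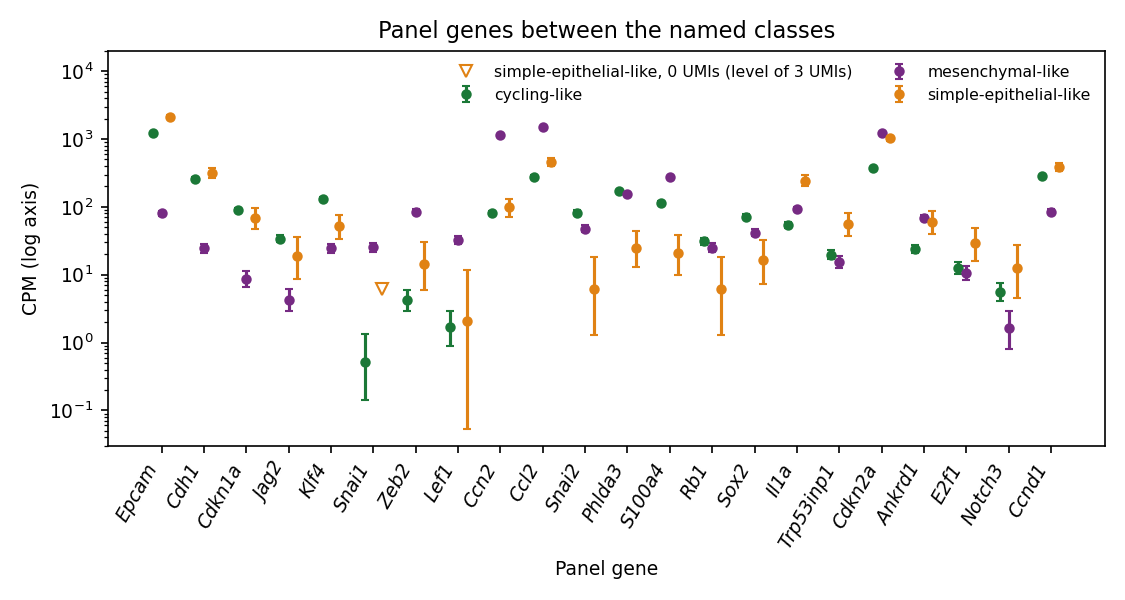
CPM on a log axis of the panel genes named between the 3 classes, with exact 95% Poisson intervals that cover counting error only; the open triangle marks the CPM that 3 UMIs would give in a class with 0 UMIs. Epcam lies at 1238 CPM in cycling-like, 80.3 CPM in mesenchymal-like and 2123 CPM in simple-epithelial-like cells.

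The larger unnamed clusters were compared in the same way. Clusters 1 and 2 differed in 5: Ccne1 was 2.15-fold higher in cluster 1, and Kdm5d (3.49-fold), Eif2s3y (3.20-fold), Uty (3.14-fold) and Ddx3y (2.90-fold) were higher in cluster 2. The Ccne1 call was lost under 7 alternatives. Clusters 2 and 5 also differed in 5, all higher in cluster 5, with Ccl2 first (4.96-fold). There were 12 called genes between clusters 1 and 5, led by Ccl2 (4.79-fold higher in cluster 5), and 9 between clusters 5 and 6. Cluster 6 differed from cluster 1 in 19 genes and from cluster 2 in 12, with Aldh1a1 28.1-fold higher than in cluster 1 (15.98 to 53.9; 43.9 against 1.56 CPM) and Nrarp 7.43-fold higher than in cluster 2. Tgfbi was 7.23-fold lower in cluster 6 than in cluster 1. Cluster 7 differed from clusters 1, 2, 5 and 6 in 35 to 37 genes, S100a4 being 28.7-fold lower there than in cluster 1 (12.3 to 88.55, from 5 UMIs in cluster 7) and Uty 14.8-fold higher. These cluster 7 calls come from cells with low UMI counts and high mitochondrial shares.

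Phase scores addressed how the cells were spread over the cell cycle. At the thinned depth 65.4% of cells (64.6% to 66.2%) scored as G1, 18.8% (18.2% to 19.5%) as S and 15.7% (15.1% to 16.4%) as G2M. Without thinning the shares were 70.6%, 15.2% and 14.2%. Of cycling-like cells 75.7% scored as G2M and 22.7% as S, and of mesenchymal-like cells 9.34% and 13.5%. Of the 126 thinned simple-epithelial-like cells 9.52% scored as G2M and 33.3% (25.2% to 42.3%) as S, a higher S share than in cycling-like cells. In 5.02% of thinned cells both scores lay within 0.05 of 0. The calls depend on small choices: drawing the control genes with another random seed gave 21.5% S cells, and removing the 10% of cells with the highest doublet scores gave 12.1% G2M cells. Phase calls alone are not read as cycling, and free RNA enters them too.

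Sex chromosome genes addressed whether the culture came from animals of 1 sex or both. A UMI of any of the Y genes Ddx3y, Uty, Eif2s3y and Kdm5d was found in 20.4% of thinned cells (19.8% to 21.1%) and in 32.7% without thinning. Xist, the transcript of the inactive X chromosome, had 6 UMIs in all kept cells, with a UMI in 0.0402% of them (0.0148% to 0.0875%) and in 0.0226% of thinned cells. Without thinning 1 of the 14924 cells, a cycling-like cell, had UMIs of both Xist and a Y gene. No thinned cell had both, and 0 of 13280 cells allows a share of up to 0.0226%. Mesenchymal-like cells had a Y-gene UMI in 37.7% (35.5% to 39.9%) and cycling-like cells in 13.5% (12.1% to 15.1%) at the thinned depth. Cluster 1 had the lowest share of clusters 1 to 8, 7.27% (6.34% to 8.29%), against 24.3% (22.9% to 25.8%) in cluster 2. Without thinning the last pair stood at 9.69% and 39.5%, with medians of 2034 and 3100 UMIs. As CPM, Eif2s3y stood at 25.8 in cluster 1 and at 82.6 in cluster 2.

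**Figure D3:**
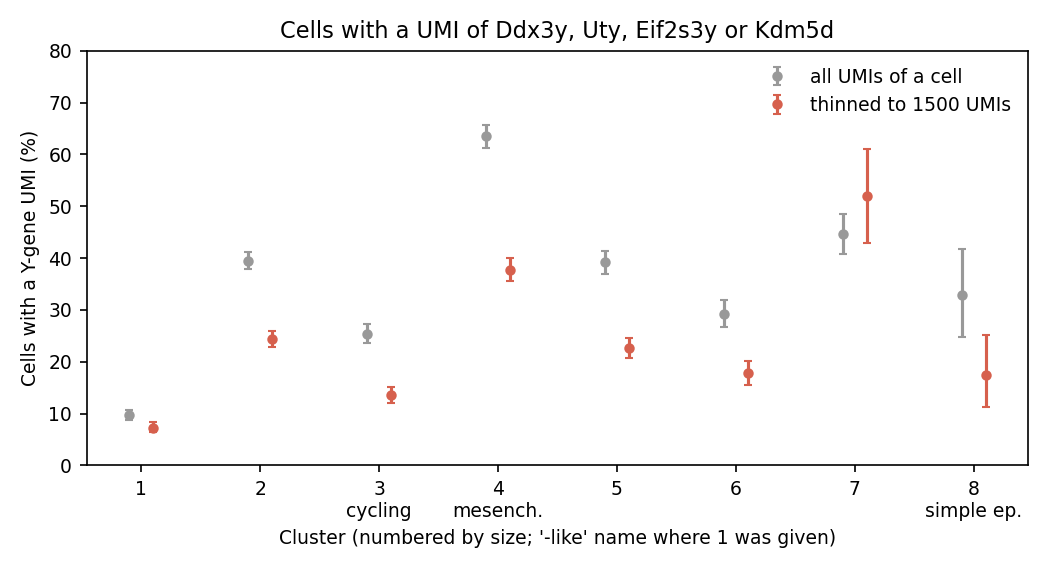
Percent of cells with a UMI of any of 4 Y genes in clusters 1 to 8, for all UMIs of a cell and after thinning to 1500 UMIs, with exact 95% binomial intervals that cover counting error only. Cluster 1 lies lowest at either depth, at 9.69% and 7.27%.

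The spread of each gene over cells was described by its variance-to-mean ratio, which is 1 for counting error alone. Of 2606 genes with a mean of at least 0.1 thinned UMIs, 156 (5.99%) had a ratio of at least 1.5, and the median ratio was 1.05. Without thinning the count was 529. The highest ratios belonged to Scar (51.3) and GFP (39.0), followed by Wfdc18 (28.1), Malat1 (20.95), Tmsb4x (16.5), Spp1 (15.9), Ppbp (11.9), Lcn2 (11.4), Acta2 (11.4) and Ly6d (8.92). Scar had a mean of 18.6 and GFP of 19.9 thinned UMIs per cell.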

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

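The tests of free RNA outside the cells with the most GFP, and of reads from the other libraries, were chosen only after the result was seen.

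UMIs of the added sequences GFP and Scar, which enter no comparison, were found in nearly every cell. GFP had a UMI in 99.99% of kept cells (14922 of 14924; exact 95% interval 99.95% to 100%) and Scar in 99.95% (14917 of 14924; 99.90% to 99.98%). The limit that a count of 0 allows is 0.0201%, and there is no control sample without the sequences. They took 1.45% and 1.38% of the UMIs in kept cells.

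The cells with the most GFP stood apart. The median thinned cell had 16 GFP UMIs, the 5th and 95th percentiles were 7 and 38, and the 99th was 121. Such a tail raises the variance-to-mean ratio, which was 39.03 against a median of 1.59 and a highest value of 28.1 over 98 other abundant genes. GFP and Scar rose and fell together over thinned cells, with a Spearman correlation of 0.509 (over cells of 1 sample, which are not replicates).

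Free RNA was tested through mesenchymal markers in cells of clusters 1, 2, 3, 5 and 6, since free RNA brings all transcripts of the pool. Of 12 listed markers, Vim, Col1a1, Col3a1, Zeb1 and Dcn were used, those of at least 20 CPM and 20 times the epithelial level in cluster 4. In the 544 cells above the 95th percentile of Scar, the mean was 93.5 GFP UMIs, against 14.2 in the 6041 cells up to the median. Per UMI other than GFP and Scar, GFP was 7.501 times as high there and the markers 0.941 times as high (0.368 to 2.02, from 7 and 94 UMIs). This argues against free RNA as the source of the GFP in these cells. Among the 4518 cells in between, the ratio alone decided nothing, at 1.36 for GFP and 1.18 (0.865 to 1.60) for the markers on the same scale. The level of the markers there, 12.4 per 1000000 UMIs other than GFP and Scar against 231.8 CPM over all kept cells, bounds free RNA of the same makeup as the cells. It would bring at most 1.45 (1.446) GFP UMIs, against a difference of 4.91 in mean thinned UMIs.

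The same bound was set for the median cell, with the markers in all clusters but cluster 4, where Krt5 was used. Free RNA would bring at most 1.95 GFP UMIs in any of clusters 1 to 6, 3.34 in cluster 8 and 4.36 (4.358) in cluster 7. The medians were 15 to 19. This argues against free RNA of the makeup of the kept cells as the whole source. A pool with far more GFP than the cells hold was not measured.

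Reads of the barcode and scar libraries counted in the matrix are another candidate source. This cannot be told apart from transcription of the sequences: the matrix names no library, so the 1.378% of UMIs from Scar can come from either. The labels name an EGFP-carrying virus and a barcode library with a red fluorescent sort, and no file says which construct holds the sequence called GFP. No biological explanation was tested, because the design gives no group without the sequences.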

How the results depend on the processing

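Removal of the 10% of cells with the highest Scrublet scores, the CPM total without GFP and Scar, and the second seeds of the thinning and of the phase control genes were chosen after the data were seen. The other alternatives were fixed before. No paired analysis was made. Each group has 1 library, all libraries come from the same culture, and the values used form a single matrix. No result came from a test.

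For the values that answer a comparison there were 211 alternative values. Of these 171 stayed within the counting interval, or for counts within 1.5 times, and 40 did not. Among 115 named panel ratios, 1074 of 1115 alternative values were still called, 41 were not and 0 reversed direction, and 93 ratios were called under every alternative that gave a value. The values at a call ratio of 1.5, which every named ratio has, were still called by construction. The stricter minimum cost the most calls. Ccne1 between clusters 1 and 2 lost its call most often. Trp53 CPM (46.6 to 48.6), Notch1 CPM (23.1 to 24.2) and the number of kept cells (11551 to 17818, within 1.5 times) stayed inside.

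Under the minimum of 1000 genes and 2000 UMIs, median UMIs were 3305, Cdkn2a 679.7 CPM, Y-gene cells 21.49%, cycling-like cells 16.15% and cells named mesenchymal-like 2.034%. Called genes fell to 18 between cycling-like and mesenchymal-like cells, and for cluster 7 to 21 against cluster 1 (36 before), 20 against cluster 2 (37), 18 against cluster 5 (35) and 19 against cluster 6 (35). The mesenchymal-like change arose from naming: the matching cluster held 13.8% of cells with 1 own marker in its top 10, against 2 before. The cluster matching cluster 7 held 18 cells in place of 655, which widens its intervals. With the minimum of 200 genes and no UMI minimum, median UMIs were 2665, Cdkn2a 618.7 CPM, G2M cells 17.09%, cycling-like cells 11.47% and mesenchymal-like cells 11.31%. With at most 10% mitochondrial UMIs, median UMIs were 3000, cycling-like cells 15.53%, and 8 genes were called between clusters 1 and 2 in place of 5. Without the 10% highest Scrublet scores, median UMIs were 2906, Cdkn2a 647.0 CPM, S cells 19.54%, G2M cells 12.09% and cycling-like cells 12.66%. For filters on depth, the shifts in depth follow from their construction; for the other values the cause was not tested.

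With the larger set of variable genes, 9 genes were called between clusters 1 and 2. With phase genes out of the clustering, cycling-like cells were 16.16%. At a call ratio of 1.5, by construction more genes were called: 15 between clusters 1 and 2, 25 between clusters 1 and 5 (12 before) and 10 between clusters 2 and 5 (5 before). Leaving GFP and Scar out of the total gave Cdkn2a 658.1 CPM, a uniform scaling.

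Thinning to 1000 UMIs gave 21.21% S cells, 14.92% G2M cells and 15.02% Y-gene cells. No thinning gave 15.16%, 14.21% and 32.67%, and 529 overdispersed genes in place of 156, since detection and the ratio rise with depth. The phase shares moved in 11 alternative values and stayed in 7. Keeping the 1 called doublet gave 17.09% G2M cells, a second thinning seed 14.95%, and a second control-gene seed 21.48% S and 14.98% G2M cells. These shifts exceed the counting interval of 15.11% to 16.36% around 15.73%, so that interval understates the error; the cause was not tested.

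Class names depended on settings. The cluster matching cluster 4 was found in all 11 clustering settings (Jaccard index 0.870 or more) but unnamed in 4: the stricter minimum, the removal of high Scrublet scores, resolution 0.3 and 1000 variable genes. The simple-epithelial-like name was given in 4 of the 11 settings. Cluster 5 was matched at a Jaccard index of at least 50% in 6 settings, clusters 1, 2 and 8 in 10, and the others in all 11. A class or cluster without a match has no value under that setting. Filter alternatives kept the thinned depth of 1500 UMIs, and the mean of each cell's CPM was judged with the intervals of the summed counts.

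Depth limits the rarer values. In the 128 simple-epithelial-like cells, 3 UMIs correspond to 6.26 CPM, so lower levels could not be told from 0, and a median cell of 2955 UMIs leaves most cells without a UMI of Trp53 or Notch1.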

Other observations

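These tests were chosen only after the result was seen: Y-gene shares at equal depth, the joint detection of Y genes, Xist in cluster 1, gene span in cluster 7, p53 targets in mesenchymal-like cells, the ratio of Krt14 to Krt5, and the correlation of proximal with distal genes of a chromosome or of its outer parts. The design has 1 sample and no group contrast. The tests describe this sample, and every explanation below was found and tested on the same data.

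Clusters differed in the level of genes by chromosome. Over 5686 genes of at least 20 CPM outside the clustering features and the panel, the median log2 ratio of each chromosome's genes was set against 10000 lists of as many genes of like level. Relative to cluster 2, 58 of 140 chromosome medians fell outside every random list, which argues against chance among genes of like level. In cluster 1 the genes of chromosome 14 had a median of 0.46 and those of the X chromosome -0.42. In mesenchymal-like cells chromosome 14 stood at 0.53, chromosome 19 at -0.56, the X chromosome at -0.40 and chromosome 18 at 0.38. In simple-epithelial-like cells chromosome 17 stood at 0.52, chromosome 12 at -0.44 and the X chromosome at -0.38. In all 58 the proximal and distal genes had medians of the same sign. A whole-chromosome median can still hide differences between parts. These exceeded 0.3 in 17 of 140 pairs with cluster 7 included and in 5 of 120 pairs outside cluster 7. In cluster 4 chromosome 13 stood at -0.22 and 0.32 in its proximal and distal genes and chromosome 12 at -0.11 and -0.52. In cluster 8 chromosome 9 stood at 0.53 and 0.00 (0.002007), chromosome 7 at -0.62 and -0.07, and chromosome 14 at 0.16 and -0.24. The shift of chromosome 14 was not common to all clusters, with -0.02 (-0.0249) in cluster 5, 0.03 (0.0279) in cluster 6 and -0.02 (-0.0176) in cluster 8, all inside the random lists. All these comparisons share cluster 2 and are not independent. Without it, 4 of 20 chromosomes lay outside the random lists between clusters 4 and 1, 11 between clusters 8 and 1, and 10 between clusters 8 and 4.

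Bias from GC content or gene length is argued against as the whole cause, since 56 of the 58 medians stayed outside with the same sign once trends with GC content, transcript length, gene span and level were taken out. Depth is argued against as well for cluster 1 against cluster 2, the only pair compared at like depth. Among cells of 2000 to 3000 UMIs, chromosome 14 still stood at 0.39 (0.3914) between clusters 1 and 2, outside the random range of -0.11 to 0.13. The X chromosome stood at -0.40, also outside its random range. For the other clusters depth was not tested. Copy number differences among the cells remain a candidate explanation, and the first test of them was met in 1 of its 2 parts. Over 2008 cycling-like cells, UMIs from alternate genes of chromosome 14 went together with a Spearman correlation of 0.422 (random gene sets -0.160 to 0.118). The predicted opposition of chromosome 14 and X was not seen beyond random sets, at -0.0412 (13.4th percentile). No cells of known normal copy number were in the data, so a cause cannot be told apart from other differences between the clusters.

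That correlation was not special to chromosome 14. In clusters 1 to 6, the proximal and distal genes of a chromosome went together over thinned cells with a median Spearman correlation of 0.311 over 120 pairs of chromosome and cluster (0.138 to 0.489), against a median of 0.0186 in matched gene sets from other chromosomes. In 113 of the 120 pairs the value lay above all 200 sets matched on GC content, gene span and level, which argues against those properties. The matching was coarse, and the highest matched set reached 0.451. These parts adjoin, so neighbouring genes fall on both sides. When each chromosome's genes were split into 3 parts and the middle part was left out, the outer parts lay 17.8 to 77.05 Mb apart. Their median correlation was 0.219 (0.0249 to 0.442), and in 89 of 120 pairs it lay above all 200 matched sets. This argues against regulation of neighbouring genes as the whole cause, while part of the correlation may come from it.

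A candidate explanation for this is cell-to-cell variation in chromosome copy number. Its test asked whether genes of unlike kind on a chromosome, those with long and with short spans, go together beyond matched sets for most chromosomes. They did in 66 of 120 pairs, with a median correlation of 0.152 against -0.178 in matched sets. This is a narrow majority and an uneven one: 19 of 20 chromosomes in the cycling-like cluster, 14 in clusters 1 and 5, 10 in cluster 4, 6 in cluster 6 and 3 in cluster 2. The idea arose while the chromosome 14 value was followed up, so it remains a hypothesis until DNA is measured. Features shared along a chromosome other than copy number were not tested.

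Cluster 1 had fewer cells with Y-gene UMIs than the other clusters. Depth as the cause is argued against by the thinned shares, 7.271% in cluster 1 and 24.3% in cluster 2. A mixture of cells with and without Y transcripts may explain it. In cluster 1, cells with a UMI of Uty or Kdm5d held one of Ddx3y or Eif2s3y 8.67 times as often as the others (33 of 90 against 116 of 2743), while 998 random pairs of gene sets of like detection gave at most 3.25. The excess was not special to cluster 1. The ratio was 2.01 in cluster 2, 2.55 in cycling-like cells, 2.44 in cluster 5 and 2.83 in cluster 6, each above all random pairs there (highest 1.42, 2.27, 1.89 and 2.16). It was 1.28 in mesenchymal-like cells and 1.89 in cluster 7, below the highest random values of 1.346 and 1.998, and in cluster 8 there were 0 of 6 such cells. Cells of a female animal that transcribe Xist are argued against. A Xist UMI was found in 2 of 3686 cluster 1 cells, 0.0543% (0.00657% to 0.196%), while Kdm5d, the Y gene found least often, had a UMI in 4.78% of all kept cells. Loss of the Y chromosome, silencing, or cells of a second animal without Xist transcripts would all give such a mixture and were not told apart.

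Whether the Y-negative cells are the cells with the chromosome-scale differences stayed open. Among cycling-like cells, those without a Y-gene UMI had 0.0507 (0.05074) percentage points more of their UMIs from chromosome 14, inside the random range of -0.260 to 0.280. Their X share differed by -0.111 points, the 4th percentile of random sets. Most cells with a Y chromosome show no Y-gene UMI at this depth, so the 1736 cells without one are a mixture and the test had little power. A difference inside the random range had been set down as counting against the link; it was read as open instead after the result was seen, for this reason.

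The 139 cells (0.931%) with at least 5 UMIs of Krt5, Krt14 and Epcam together and at least 2 of Vim and Col1a1 could be 2 cells under 1 barcode. Of these, 114 lay in the mesenchymal-like cluster and 25 elsewhere. The median of all 139 cells was 4600 UMIs (4449 to 4846), between that of other mesenchymal-like cells (3290) and the sum of both medians (6244). Their median Scrublet score was 0.315, against 0.0699 in other cells. The test cannot separate doublets from deep single cells of mixed expression, because requiring several UMIs selects deep cells.

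Long genes led cluster 7. Over 5686 genes the log2 ratio of cluster 7 to cluster 2 rose with gene span (Spearman correlation 0.7609, over genes, which are not independent replicates). The other clusters gave -0.366 to 0.0525. The correlation describes the pattern that prompted it and is not a separate test of a cause. The cluster's median mitochondrial share of 10.4%, against 1.68% to 3.55% in the other clusters, does not speak for bare nuclei. Given that share and the median of 1185 UMIs, damaged cells that lost cytoplasmic RNA are a candidate. The panel differences of cluster 7 may then reflect where transcripts lie rather than cell type.

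Mesenchymal-like cells were 13.0% of a culture begun from epithelium. If they came from cells that kept Trp53 function, p53 targets could be higher in them than in cluster 2. The median log2 ratio of 12 targets was -0.49 (-0.487), with Zmat3 called higher and Cdkn1a, Trp53inp1 and Plk2 called lower. Targets that go both ways in cells of another type decide nothing. An epithelial to mesenchymal change within PC cells and carried-over stromal cells were not told apart.

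Krt14 UMIs in mesenchymal-like cells were tested as free RNA from epithelial cells. Free RNA would keep the ratio of Krt14 to Krt5 UMIs found elsewhere, 1.79 (1.77 to 1.82) over all other kept cells. The ratio was 4.367 (3.88 to 4.93), from 1489 and 341 UMIs, which argues against free RNA as the whole source. Doublets with other cells would also bring the ratio found elsewhere, so the same values argue against doublets as the whole source. Simple-epithelial-like cells had a higher ratio, 10 (5.38 to 20.6), but from only 110 Krt14 and 11 Krt5 UMIs. Cycling-like cells came next below the mesenchymal-like cells, at 2.24 (2.17 to 2.31). Low Krt14 transcription in the mesenchymal-like cells may contribute, and a part from doublets was not excluded.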
